# Lactate Activates Germline and Cleavage Embryo Genes in Mouse Embryonic Stem Cells

**DOI:** 10.3390/cells11030548

**Published:** 2022-02-04

**Authors:** Qing Tian, Li-quan Zhou

**Keywords:** lactate, histone lactylation, cell fate, germline gene, zygotic genome activation

## Abstract

Lactate was recently found to mediate histone lysine lactylation and facilitate polarization of M1 macrophages, indicating its role in metabolic regulation of gene expression. During somatic cell reprogramming, lactate promotes histone lactylation of pluripotency genes and improves reprogramming efficiency. However, the function of lactate in cell fate control in embryonic stem cells (ESCs) remains elusive. In this study, we revealed that lactate supplementation activated germline genes in mouse ESCs. Lactate also induced global upregulation of cleavage embryo genes, such as members of the *Zscan4* gene family. Further exploration demonstrated that lactate stimulated H3K18 lactylation accumulation on germline and cleavage embryo genes, which in turn promoted transcriptional elongation. Our findings indicated that lactate supplementation expanded the transcriptional network in mouse ESCs.

## 1. Introduction

Embryonic stem cells (ESCs), derived from inner cell mass of blastocysts, possess an unlimited capacity for proliferation, self-renewal, and multipotent differentiation [1], offering biologists a valuable experimental system to uncover the regulatory mechanism of pluripotency maintenance and differentiation during development. Furthermore, in vitro cultured ESCs occasionally overcome epigenetic barriers and transiently reach totipotent status with two-cell-like transcriptome and chromatin features [2,3,4]. Hence, in vitro cultured ESCs are also widely used to explore cell fate transition from pluripotency to totipotency [5,6,7].

Cellular metabolism is the most fundamental biological process satisfying energy demands to keep cells alive, and discrepancies in metabolism patterns reflect distinct cell status [8,9]. Progressing beyond crucial roles in energy homeostasis, the last decade has witnessed significant advances in our understanding of metabolic regulation of epigenetic modifications, gene expression, and cell fate change [10,11,12]. Like most rapidly dividing cells, pluripotent stem cells sustain high glycolysis to feed both cellular demands for building blocks such as nucleotides, phospholipids, and amino acids and energy needs [10,13]. Still, discrepant metabolic profiles associate with distinct pluripotent states, and cells reprogram their metabolic pattern during cell fate transition [14,15,16]. Since the discovery of acetyl-CoA as the substrate of histone acetyltransferases (HATs) to regulate histone acetylation in mammalian cells [17,18], increasing numbers of metabolic intermediates have been found to play pivotal roles in epigenetic modification. S-adenosylmethionine (SAM), a key intermediate of the one-carbon cycle, is the methyl donor for histone and DNA methylation reactions [8,19]. Deprivation of SAM causes downregulation of H3K4me3 and differentiation in ESCs [20,21]. α-ketoglutarate (αKG), an intermediate of the TCA cycle, is a required cofactor for both histone and DNA demethylase [10,13]. In ESCs, αKG promotes DNA and histone demethylation, activates the pluripotent gene, and maintains the pluripotent state [22,23]. Although an increasing number of metabolic intermediates have been found to play a regulatory role in epigenetic regulation of cell fate, the causal relationship between metabolic reprogramming and cell fate shift requires further investigation.

Lactate is an end product of glycolysis that is reused for gluconeogenesis in the liver. In tumor cells, the lactate produced by glycolysis facilitates the formation of an acidic tumor microenvironment, which reinforces cancer invasion and suppresses antitumor immunity [24,25]. Recent studies have identified a novel function for lactate whereby it is utilized for histone lysine lactylation to promote the transition from inflammatory to reparative macrophages and activate homeostatic gene expression, maintaining immune homeostasis [26,27]. Discovery of lactoyl-CoA (lactyl-CoA) in mammalian cells indicated that lactoyl-CoA generated by glucose metabolism was a possible biochemical link between lactate and histone lactylation in vivo [24,28]. A cell-free, recombinant chromatin-templated histone modification and transcription assay demonstrated that lactoyl-CoA activated transcription in a p53-dependent, p300-mediated manner [27], and deprivation of p300 reduced histone lactylation both in vitro and in vivo [27,29], indicating p300 as a potential histone lactyltransferase [24,30]. Moreover, lactate was found to play roles in lung fibrosis, cell differentiation and reprogramming, and lactylation of nonhistone proteins [24]. As an important metabolic intermediate, the role of lactate and lactate-induced histone lactylation in pluripotency maintenance and differentiation is still unclear. In this study, we uncovered the function of lactate and lactate-induced histone lactylation in cell fate control in mouse ESCs.

## 2. Materials and Methods

### 2.1. Cell Culture

The mouse ESC line AB2.2 was cultured on mouse embryonic fibroblast (MEF) feeder cells with ES cell medium supplemented with 15% fetal bovine serum (Hyclone, Logan, UT, USA, cat. no. SH30396.03), 1000 U/mL leukemia inhibitory factor (LIF, Millipore, Burlington, MA, USA, cat. no. ESG1107), 3 μM CHIR99021 (LC Laboratories, Woburn, MA, USA, cat. no. C-6556), and 1 μM PD0325901 (LC Laboratories, cat. no. P-9688). Fifty millimolar lactate (Sangon Biotech, Shanghai, China, cat. no. A604046) was added and maintained for 24 h before experimental procedures. Cells were cultured in a humidified chamber at 37 °C with 5% CO_2_. For culture of mouse ESC lines, the medium was refreshed daily, and cells were routinely passaged every 2 days.

### 2.2. Western Blot

Cells were lysed on ice with gentle stirring for 10 min in 0.5 mL of TBE buffer containing 0.5% Triton X-100 (Biosharp, Anhui, China. cat. no. BS084) (*v*/*v*) and 2 mM phenylmethylsulfonyl fluoride (PMSF)(Solarbio, Beijing, China. cat. no. P0100). The lysates were centrifuged at 6500× *g* for 10 min at 4 °C to remove the supernatant. Retained nuclei were washed twice using TEB and centrifuged as before. The nuclei were then resuspended in 0.2 N HCl at 4 °C overnight. Samples were centrifuged at 6500× *g* for 15 min at 4 °C to remove the nuclei debris the next day. Samples were subjected to Western blot analysis with the appropriate antibodies (anti-H4K8la, cat. no. PTM-1415; anti-H4K12la, cat. no. PTM-1411RM; and anti-H3K18la, cat. no. PTM-1406RM. PTM BIO, Hangzhou, China) after neutralizing HCl with 2M NaOH at 1/5 of the volume of the supernatant.

### 2.3. RNA Isolation and Quantitative RT-PCR (qRT-PCR)

Total RNA was extracted using a TRI reagent (Sigma, St. Louis, MO, USA, cat. no. T9424) following the manufacturer’s procedure. The purity and concentration of RNA samples were determined with a Nanodrop ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). A reverse-transcriptional reaction was performed with a Hifair III 1st Strand cDNA Synthesis Kit (Yeasen, Shanghai, China. cat. no. 11139ES60) according to the manufacturer’s procedure. qRT-PCR was performed with SYBR green master mix (Yeasen, cat. no. 11203ES08) on a StepOnePlus™ Real-Time PCR System with Tower (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. For primer sequences, see Table S1.

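The primers were matched here to the transcripts of GENCODE release M21 on GRCm38 by exact sequence. Table S1 gives 34 primers in 17 pairs, and 21 of these primers matched the transcripts of 1 gene each. In 11 pairs both primers had an exact match. The forward Zscan4 primer matched 10 genes on chromosome 7, namely Zscan4a to Zscan4f, Zscan4-ps1 to Zscan4-ps3 and Gm17737, in exon 2 of most of them, so a product cannot be assigned to 1 family member by this primer. Both Dux primers matched the coding sequence of Duxf3 (chromosome 10, 58232306 to 58232325 and 58232423 to 58232442) and of AW822073 on the same chromosome. The forward Sp110 primer also matched Gm16026 and A530040E14Rik, the reverse Tcstv3 primer also matched Gm8953, BC147527 and B020031M17Rik, and the forward Zfp352 primer also matched Zfp353-ps. No exact match in these transcripts was found for 7 primers, which were the forward Sox2, both Dazl, the reverse Taf7l, the reverse Zscan4, the forward Tcstv3 and the reverse Sp110 primers. Inexact matches were not searched. The forward and the reverse primer listed for Act have the same sequence, which lies in exon 3 of Actb on chromosome 5 from 142905363 to 142905384.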

### 2.4. ChIP-Seq

ChIP-seq was performed using a Hyperactive In-Situ ChIP Library Prep Kit for Illumina (pG-Tn5) (Vazyme, Nanjing, China, cat. no. TD901) according to the manufacturer’s procedure with the appropriate antibodies (anti-H3K18la, PTM-1406RM, and PTM BIO; anti-H3K4me3, 9727, and CST, Danvers, MA, USA; and anti-PolII, 39097, and active motif, Carlsbad, CA, USA).

### 2.5. RNA-Seq Dataset Analysis

Raw reads were processed with cutadapt v1.16 (https://cutadapt.readthedocs.io, accessed on 24 September 2021) to remove adapters and perform quality trimming with default parameters. Trimmed reads were mapped to the mouse genome (GENCODE release M23) using STAR (v2.5.1b) with default settings. Reads were counted in exons of the mouse genome (GENCODE release M23) using the STAR-quantMode GeneCounts setting. Differential expression of genes for all pairwise comparisons was assessed by DESeq2 v1.24.0 with internal normalization of reads to correct for library size and RNA composition bias. Differentially regulated genes in the DESeq2 analysis were defined as those that were more than two-fold increased or decreased with an adjusted *p*-value < 0.05. RSEM was used to calculate the FPKM value for each gene. Gene ontology was performed using Metascape (https://metascape.org, accessed on 12 October 2021) [31]. For GO term IDs, see Table S2 and S3. The enrichment bubble dot and heatmap were plotted on a website (http://www.bioinformatics.com.cn, accessed on 12 October 2021).

### 2.6. ChIP-Seq Dataset Analysis

Raw reads were processed with cutadapt v1.8.1 to remove adapters and perform quality trimming. Trimmed reads were mapped to the UCSC mm10 assembly using Bowtie2 with default parameters. Deeptools was used for normalization to draw a read density plot and heatmap from bigwig files for visualization of ChIP-seq data.

### 2.7. Microarray Dataset Analysis

Microarray datasets (GSE45181) were analyzed using GEO2R, an interactive web tool. Datasets GSM1098610, GSM1098612, and GSM1098614 were used as a control group, and datasets GSM1098611, GSM1098613, and GSM1098615 were used as a treatment group (*Max* knockdown).

### 2.8. Statistical Analysis

The two-tailed Student’s t-test and Wilcoxon rank sum test were used to calculate *p* values. Statistically significant values for *p* < 0.05, *p* < 0.01, and *p* < 0.001 are indicated by single, double, and triple asterisks, respectively.

## 3. Results 

### 3.1. Lactate Supplementation Stimulated H3K18 Lactylation in Mouse ESCs

It was reported that exogenous lactate stimulates lactylation of histone lysine residues in cells [27]. Hence, we added 50 mM lactate to ES culture media to enhance histone lactylation. As expected, lactate supplementation significantly improved lactylation of H3K18 (H3K18la) after 24 h treatment. We found that H4K8la and H4K18la modifications were slightly weakened upon lactate supplementation, probably due to crosstalk among different histone lactylation modifications (Figure 1A). To reveal the effect of lactate supplementation on cell pluripotency, we examined the expression of pluripotent genes. The expression of pluripotent genes, such as *Oct4*, *Nanog,* and *Sox2*, was not affected upon lactate supplementation (Figure 1B). These results indicated that lactate supplementation strengthened H3K18la without affecting pluripotent cell identity of mouse ESCs. We further performed a ChIP-seq assay to illustrate the distribution of H3K18la in mouse ESCs, and examined the H3K18la signals at gene loci with different expression levels (only genes with FPKM >1 were analyzed) by RNA-seq. 

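The expression levels come from the FPKM that the authors computed with RSEM for each library of AB2.2 mouse ESCs. In the mean of the 2 control libraries, 13446 genes had an FPKM above 1, with an SD of 170.4 genes between the libraries. Requiring an FPKM above 1 in both control libraries left 12877 genes, and a TPM above 1 in place of FPKM gave 14199. In the mean of the 2 lactate libraries, 13836 genes had an FPKM above 1, and 13045 genes passed in both means. The caption of Fig. 1C divides the genes of WT ESCs with an FPKM above 1 into 3 equal groups sorted by FPKM. The genes above 1 in the control mean were divided here in the same way, into 3 groups of 4482. FPKM in the highest group began at 23.6 and had a median of 49.9. In the middle group it ranged from 6.53 to 23.6, with a median of 13.1, and in the lowest group from 1.005 to 6.51, with a median of 2.69.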

Interestingly, we noticed that genes expressed at higher levels had more a enriched H3K18la signal along the whole gene bodies compared to genes expressed at lower levels (Figure 1C). This result supported a positive correlation between H3K18la intensity and transcript abundance and indicated that many genes may be upregulated by lactate supplementation.

### 3.2. Lactate Supplementation Activated Germline Genes in mESCs

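RNA-seq was performed on AB2.2 cells, a mouse ESC line grown on MEF feeders. There were 2 libraries of control cells and 2 of cells kept in 50 mM lactate for 24 h. The authors trimmed the reads with cutadapt, mapped them with STAR and counted them in exons of GENCODE release M23. They deposited a table of raw counts without normalization, which lists 55335 genes and 1153 families of transposable elements, and for each library a table of the expected counts, TPM and FPKM that RSEM assigned to the genes. The paper's text does not name the program that counted the transposable elements or say whether counting used strand. Reads counted on genes numbered 18067562 and 19077885 in control replicates 1 and 2, and 18542554 and 18948861 in lactate replicates 1 and 2. Transposable elements held between 7.36% and 9.41% of the counts of a library. The control libraries differed from each other by far more than sampling noise (chi-square per degree of freedom of 35.9 over genes), and so did the lactate libraries (35.2), so each was kept as a replicate of its own. Mitochondrial genes took 5.48% and 2.43% of the gene counts in control replicates 1 and 2, and 5.72% and 2.82% in lactate replicates 1 and 2.

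Differential expression was tested here on the raw counts with edgeR's quasi-likelihood test after TMM normalization, over the 18661 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. The common biological coefficient of variation was 15.9%. DESeq2, which the paper used, was run as an alternative. Levels are given as CPM, the counts scaled to library size, after TMM normalization. Because 2 libraries against 2 cannot give a two-sided permutation p below 0.333, p-values for lactate against control come only from models fitted across all genes. The permutation tests of snoRNAs in the closing section permute genes and not libraries.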

To study the potential influence of lactate supplementation on cell identity, we performed RNA-seq to uncover changes in the transcriptome. 

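At an adjusted p-value under 0.05 and a change of more than 2-fold, edgeR called 103 upregulated genes and 65 downregulated genes. The smallest adjusted p-value was 0.0165 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without adjustment, 2186 genes were higher and 2125 lower at p under 0.05. A further 342 higher and 161 lower genes changed more than 2-fold with an adjusted p-value between 0.05 and 0.10. Among the alternatives for a fit without replicate terms, the filter on low counts moved the numbers upward most, and without it 482 genes were upregulated and 325 downregulated. DESeq2 called 190 upregulated and 168 downregulated genes, which included 98 of the 103 and 64 of the 65. Upregulated genes made up 61.3% of the calls, and 73.0% when the libraries were scaled by their totals alone. Most upregulated genes were little expressed in control cells, since 36 of them had a control FPKM not above 1 and 40 lay in the lowest of the 3 expression groups. Of the downregulated genes, 26 lay in the highest group and 14 were not above 1. RSEM assigned no reads to the 8 downregulated snoRNAs, so for these FPKM does not show the level. One of them, Gm22357, had 284 and 269 counts in the control libraries.

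Chac1 on chromosome 2 (GRCm38, 119351229 to 119354381) rose from 3.51 ± 0.472 to 60.4 ± 14.1 CPM (SD, n = 2), a log2 fold change of 4.10 with a standard error of 0.24 and an adjusted p-value of 0.0165 from edgeR. Slc7a11 on chromosome 3 rose by 3.20 on the log2 scale (standard error 0.28, adjusted p-value 0.0312, edgeR). Adtrp, Mmp28, Cyb5r2 and Gjb2 followed with log2 fold changes of 2.74, 2.68, 2.66 and 2.64. Control libraries held at most 3 reads each for Inhbe, Ikzf3 and Gm13522, which were at least 14.2-fold, 6.92-fold and 8.35-fold higher with lactate. Gm13522 is annotated as antisense, so its reads could belong to the other strand. Gm7903 had 0 reads in both control libraries and 31 and 22 in the lactate libraries, at least 8.39-fold higher, but its log2 fold change in the RSEM expected counts was 0.20 and the gene is uncertain.

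Fosb on chromosome 7 had 78 and 248 reads in the control libraries and 3 in each lactate library. It was at least 56.1-fold lower than the control mean, a bound that rests on the second control library, and at least 28.8-fold lower than the first control library alone. Tspan1 was at least 6.31-fold lower. The interferon-inducible GTPase genes Tgtp1, Irgm1 and Gvin1 had log2 fold changes of −2.75, −2.71 and −2.18, and Fam163b, Adm and Tmem198 of −2.68, −2.32 and −2.12. The remaining 2 of the 10 most downregulated genes, Gm26224 and Gm25878, are snoRNAs, with −2.41 and −2.31, and the RSEM tables assign them no reads.

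**Figure D1:**
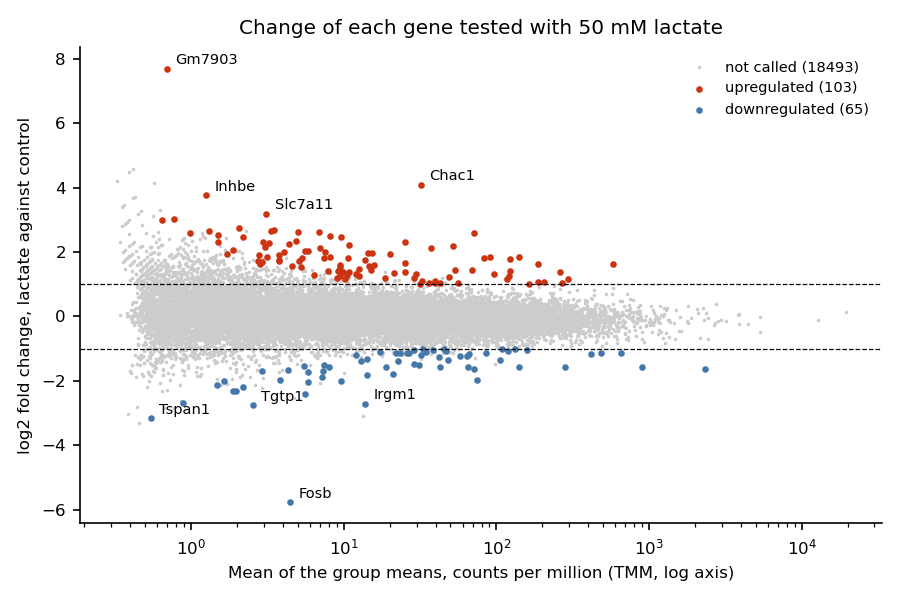
Log2 fold change with lactate against the mean of the control and lactate group means in CPM (log axis), one point per gene tested by edgeR. The 103 upregulated genes are red and the 65 downregulated genes blue, and the dashed lines mark log2 fold changes of 1 and −1.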

In general, there were 160 upregulated genes (|log_2_ fold-change| > 1, adjusted *p*-value < 0.05) and 145 downregulated genes (|log_2_ fold-change| < 1, adjusted *p*-value < 0.05) upon lactate supplementation (Figure 2A,B). 

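No gene ontology annotation was used here, and a list of 30 interferon-stimulated and antiviral genes written before the counts were opened stands in for the response to virus. The paper reported this term from these same libraries, so a fall of the list is no independent evidence. Of these, 25 passed the filter on low counts, and all 25 were lower with lactate, with a median log2 fold change of −1.10 (camera test with a preset inter-gene correlation of 0.01, adjusted p = 6.49e-18 over 17 lists). The adjusted p-value of the list rose to 0.0142 under the rotation test fry and to 0.0958 with the correlation estimated from the 4 libraries. Members below the filter went both ways on few reads. Mx1 rose from 4 and 1 reads to 10 and 8, and Ifit3 fell from 8 and 16 to 2 and 4. Both were named after their values were seen. Called as downregulated were 3 genes, Oasl1, Oas2 and Usp18, and adjusted over the list alone 21 genes had an adjusted p-value under 0.05. DESeq2 called 8 genes of the list, including these 3, and edgeR with a replicate term called 13. Oasl1 on chromosome 5 (114923240 to 114937915) fell from 28.3 ± 1.97 to 9.55 ± 0.189 CPM (SD, n = 2), a log2 fold change of −1.57 (standard error 0.16, adjusted p-value 0.0320, edgeR). Oas2, on the same chromosome, changed by −1.51 and Usp18 on chromosome 6 by −1.96. The other terms of the downregulated genes were not analysed here.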

Gene ontology analysis identified that there was enrichment in the downregulated genes of the response to virus, the CAMKK–AMPK signaling cascade, and the regulation of nervous system development. Remarkably, we noticed significant enrichment of the germline gene population in upregulated genes indicated by GO terms including ‘meiotic DNA double-strand break formation’ and ‘DNA methylation involved in gamete generation’ (Figure 2C). 

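Hand-written lists stand in for the terms, and no enrichment over all terms was computed here. The paper found both terms on these same libraries, so a rise of the lists is no independent evidence. The list for meiotic DNA double-strand break formation had 6 genes that passed the filter on low counts, of which 5 were higher with lactate, with a median log2 fold change of 0.75 (camera, adjusted p = 0.00138). None of the 6 was called by edgeR, while 3 had an unadjusted p-value under 0.05, and adjusted over the list alone these 3 had an adjusted p-value under 0.05. DESeq2 called 3. The list for DNA methylation in gamete generation had 16 genes tested, with 13 higher and a median of 0.67 (camera, adjusted p = 2.34e-08). Fkbp6 and Tdrd9 were called, and adjusted over the list alone 11 genes passed. Under fry, the list for gamete methylation kept an adjusted p-value of 0.0142 and the meiotic list had 0.0564, and with an estimated correlation both were above 0.05. Of the tested members, 3 of the meiotic list and 7 of the methylation list are also drawn in Fig. 2D, so they were picked by the paper from these libraries. Those of the meiotic list, Ankrd31, Ccdc36 and Mei4, are the same 3 that had an unadjusted p-value under 0.05. The list was not tested without them. From gene ontology terms of this kind, the paper states that germline genes were enriched among the upregulated genes.

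**Figure D2:**
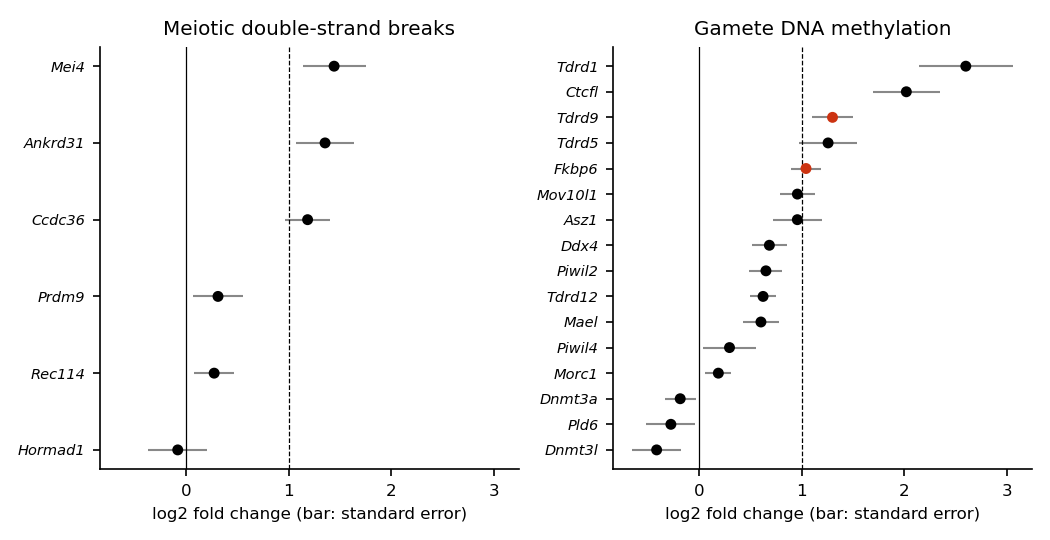
Log2 fold change with lactate for each tested gene of the 2 lists, with bars of 1 standard error from edgeR (2 control and 2 lactate libraries). Red points are called as upregulated, black points are not, and the dashed line marks a log2 fold change of 1.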

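All 23 genes drawn in the heatmap of Fig. 2D were higher with lactate, with log2 fold changes from 0.60 to 2.02 and a median of 1.25 (camera, adjusted p = 1.05e-27). The paper chose these genes on the same libraries, so this p-value is no independent evidence. Among all genes tested, 7 of the 23 were called as upregulated, namely Dmrt1, Fbxo47, Fkbp6, Kctd19, Rhbdd1, Taf7l and Tdrd9. A further 9 changed more than 2-fold without reaching an adjusted p-value of 0.05, and 7 changed less than 2-fold. Adjusted over the list alone, which is not independent evidence either, all 23 had an adjusted p-value under 0.05 and 16 of them changed more than 2-fold. DESeq2 called 16 genes, and edgeR on the RSEM expected counts called none of them, although each rose there too.

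Dmrt1 on chromosome 19 (GRCm38, 25505618 to 25604329) rose from 6.21 ± 0.953 to 24.6 ± 3.69 CPM (SD, n = 2), a log2 fold change of 1.98 (standard error 0.21, adjusted p-value 0.0335, edgeR). Taf7l on chromosome X (134460118 to 134476490) rose from 3.31 ± 0.802 to 11.6 ± 0.0656, a log2 fold change of 1.81 (standard error 0.23, adjusted p-value 0.0406). Dazl on chromosome 17 (50279395 to 50293636) rose from 48.4 ± 14.6 to 87.2 ± 19.9, which gave 0.85 with a standard error of 0.25 and an adjusted p-value of 0.127 in edgeR, and between 0.57 and 1.19 when each library was left out in turn. DESeq2 gave Dazl an adjusted p-value of 0.0360 at a change under 2-fold. Ddx4 on chromosome 13 (112598333 to 112652475) rose from 9.75 ± 0.444 to 15.68 ± 0.880, a log2 fold change of 0.69 (standard error 0.17, adjusted p-value 0.0903).

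**Figure D3:**
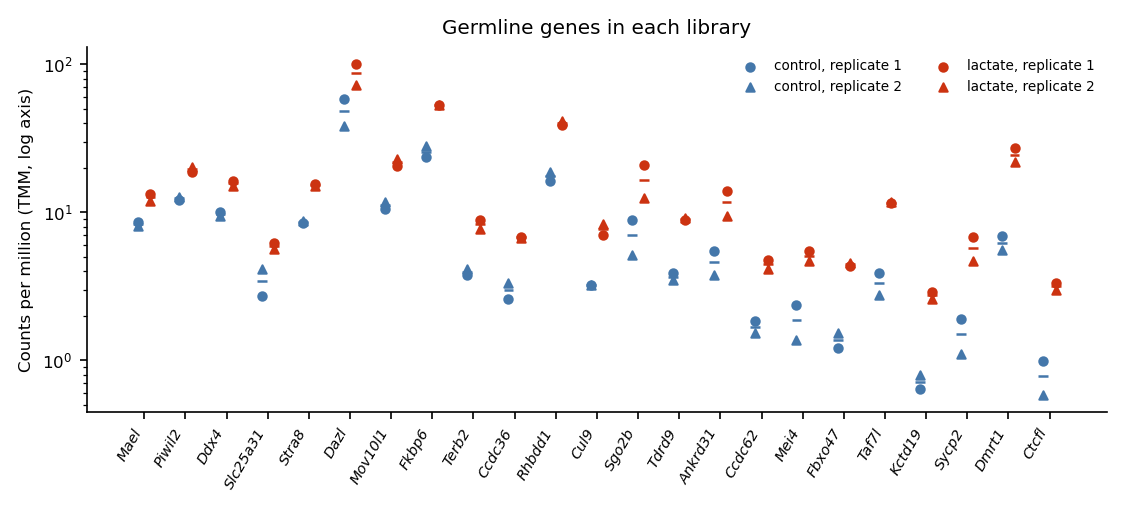
CPM after TMM normalization (log axis) of the 23 genes of Fig. 2D in each library, in order of their log2 fold change. Blue points are control and red points lactate libraries, circles replicate 1 and triangles replicate 2, with lines at the group means, and the lactate mean lies above the control mean for all 23.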

Correspondingly, the heatmap of RNA-seq data showed upregulation of a bulk of typical germline genes such as *Dazl*, *Ddx4*, *Mael*, *Dmrt1*, and *Taf7l* (Figure 2D). Upregulation of germline genes was also confirmed by qRT-PCR (Figure 2E). 

### 3.3. Lactate Supplementation Induced Cleavage Embryo Genes in Mouse ESCs

In addition to germline genes, we also observed a significant upregulation of *Zscan4* family genes (Figure 3A), a set of zygotic genome activation (ZGA) marker genes expressed specifically in two-cell mouse embryos and six to eight cell human embryos [32,33]. 

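The Zscan4 genes of Fig. 3A lie in a cluster on chromosome 7 of GRCm38 between 10794242 and 11402318. Zscan4a, Zscan4b, Zscan4c, Zscan4d and Zscan4f were all higher with lactate, with log2 fold changes from 1.05 to 1.46 and a median of 1.28 (camera, adjusted p = 6.82e-06, and 0.0544 under fry). Their counts were low, between 9 and 225 reads per library. Each changed more than 2-fold, but edgeR called none, and 4 had an unadjusted p-value under 0.05. Adjusted over the list alone, which the paper drew from these libraries, the same number passed. Zscan4d had the largest change, from 2.02 ± 0.0931 to 5.57 ± 0.566 CPM (SD, n = 2), a log2 fold change of 1.46 with a standard error of 0.23 and an adjusted p-value of 0.0516 (edgeR). With the libraries scaled by upper quartiles or by totals alone, Zscan4d was called. Without the filter on low counts, or with a replicate term, edgeR called Zscan4a, Zscan4c, Zscan4d and Zscan4f. DESeq2 called Zscan4c, Zscan4d and Zscan4f. Zscan4b varied most, with 9 and 22 reads in the control and 49 and 18 in the lactate libraries, and its log2 fold change of 1.05 fell to 0.08 without lactate replicate 1. Members of this family are nearly identical, so the counting could have split or lost their reads, and the value of a single member is uncertain. In the RSEM expected counts, which share such reads out, the log2 fold changes ranged from 0.71 for Zscan4b to 1.38 for Zscan4d.

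**Figure D4:**
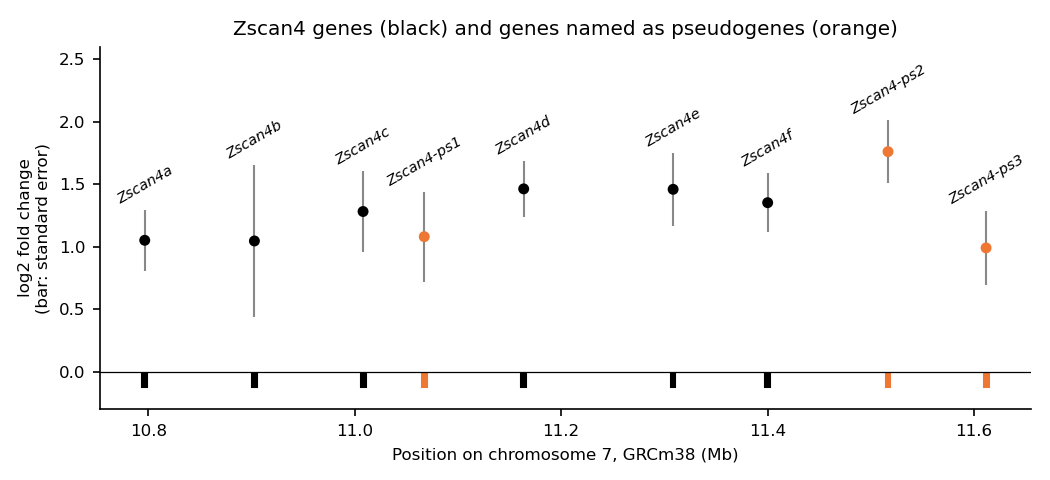
Log2 fold change with lactate, with bars of 1 standard error from edgeR, at the position of each tested Zscan4 gene on chromosome 7 of GRCm38. Boxes under the line at 0 mark the genes, and all of the genes shown lie above 0.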

To further uncover the global expression change of ZGA genes, we reanalyzed the RNA-seq dataset to obtain upregulated genes in MERVL^+^Zscan4^+^ ESCs relative to MERVL^–^Zscan4^–^ ESCs (|log_2_ fold-change| > 1, adjusted *p*-value < 0.05) for further analysis (Figure S1) [34]. A globally increased abundance of upregulated genes in MERVL^+^Zscan4^+^ ESCs was also observed in lactate-supplemented ESCs (Figure 3B,C). 

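The set of genes upregulated in MERVL+Zscan4+ ESCs was not analysed here, and the values are those of the 9 genes named in Fig. 3C. All 9 had more reads in the lactate libraries in total, but 5 of them, Tcstv3, Zfp352, Pramef6, Tdpoz4 and B020004J07Rik, had at most 12 reads in any library and did not pass the filter on low counts. The other 4 had a median log2 fold change of 1.79 (camera, adjusted p = 7.15e-07, from genes the paper picked on these libraries). Usp17la on chromosome 7 changed by 2.16 with a standard error of 0.37 and an adjusted p-value of 0.0539 from edgeR, Nat8f2 on chromosome 6 by 2.05, Sp110 on chromosome 1 by 1.54 and Zfp560 on chromosome 9 by 1.201. None of the 4 was called by edgeR with the filter and no replicate term. All 4 had an unadjusted p-value under 0.05, and adjusted over the list alone all 4 passed. DESeq2 called Zfp560 with an adjusted p-value of 0.0155. Without the filter on low counts, or with a replicate term, edgeR called Nat8f2, Sp110, Usp17la and Zfp560. Usp17la belongs to a family of near-identical genes and its counts are uncertain.

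**Figure D5:**
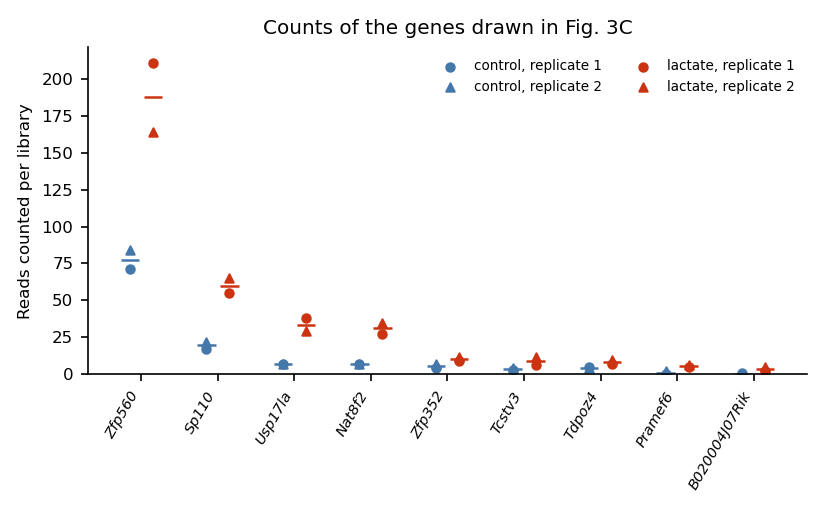
Reads counted per library on the 9 genes of Fig. 3C (linear axis from 0). Blue points are control and red points lactate libraries, circles replicate 1 and triangles replicate 2, with lines at the group means.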

Upregulation of ZGA genes, such as *Zscan4*, *Zfp352*, *Tcstv3*, and *Sp110*, was verified by qRT-PCR (Figure 3D). However, the expression of *Dux* was not changed (Figure 3E), a key regulatory factor that activates hundreds of ZGA genes and retroviral elements [35]. These results correspond to a previous discovery that lactate raised the ratio of two-cell-like ESCs [14].

### 3.4. Sequential Activation of Germline and ZGA Genes in Mouse ESCs 

To study the correlation between the expression of germline and ZGA genes, we analyzed the public transcriptome data in which ZGA and germline genes were activated. Zscan4c was reported to be a key activator of cleavage embryo genes in ESCs, so we analyzed RNA-seq data of mouse ESCs in which *Zscan4c* was overexpressed [36]. Expression of exogenous *Zscan4c* was almost 16 times higher than that of endogenous *Zscan4c* (Figure 4A). Activation of ZGA genes, such as *Zscan4* family genes, *Zfp352,* and *Dux*, was observed after *Zscan4c* overexpression (Figure 4B), while activation of germline genes was not observed (Figure 4C). For transcriptional regulation of germ-cell-specific genes in mouse ESCs, *Max* was reported to be the key repressor by RNA interference screen, whose knockdown in ESCs resulted in a global upregulation of germ-cell-specific genes [37]. Therefore, we analyzed the microarray data in which *Max* was knocked down to activate germline genes in mouse ESCs [37]. Successful suppression of *Max* was confirmed (Figure 4D), and significant upregulation of germline genes, such as *Ddx4*, *Dazl,* and *Mov10l1*, was also observed upon *Max* knockdown (Figure 4E). In addition, we found a global upregulation of ZGA genes, such as *Zscan4* family genes, *Tcstv1*, and *Zfp352* (Figure 4F). These results suggested that germline gene activation stimulated ZGA genes in ESCs, while ZGA gene activation had little impact on germline gene expression.

### 3.5. Lactate Supplementation Facilitated Transcriptional Elongation through Enhanced Histone Lactylation

To gain further mechanistic insights into regulation of germline and ZGA genes, we deciphered the occupancy landscape of H3K18la, H3K4me3, and RNA polymerase II (PolII) upon lactate supplementation. We found that there was remarkably increased deposition of H3K18la at the transcription start site (TSS), as well as a slightly increased accumulation at the gene body of upregulated genes (Figure 5A). Consistently, the intensity of H3K4me3, a marker of an active promoter, also increased at the TSS of upregulated genes (Figure 5B). Although no discrepant PolII localization around the TSS of upregulated genes was observed after lactate supplementation, increased PolII occupancy at the gene body was detected (Figure 5C). Our results indicated that lactate supplementation reinforced histone lactylation at the promoter and gene body and facilitated transcriptional elongation of target genes.

## 4. Discussion

In this study, we identified that lactate supplementation facilitated the expression of germline and ZGA genes through transcriptional elongation orchestration. In addition to recruitment and assembly of preinitiation complex (PIC), promoter-proximal pausing and release are other key steps in transcription regulation by PolII. While negative elongation factor (NELF) and DRB-sensitivity-inducing factor (DSIF) stabilize the paused Pol II, positive transcription elongation factor-b (P-TEFb) drives release of paused Pol II to begin productive elongation [38,39]. ELL is a component of the super elongation complex (SEC), which interacts directly with P-TEFb to promote elongation. p300 acetylates ELL and increases its stability [40]. Interestingly, p300 also acetylates both promoter-paused polymerase and gene-body-occupied polymerase, promoting PolII release and elongation efficiency [41]. Moreover, acetylation of promoter histone H3K18/K27 mediated by p300 stimulates the release of paused PolII and the recruitment of the super elongation complex (SEC), promoting productive elongation [42]. In this study, we observed accumulated PolII among the gene body but not on the promoter upon lactate supplementation. We suggest that H3K18la recruited transcription coactivators, possibly p300, and promoted transcription elongation. Additionally, we suggest that histone lactylation might facilitate PolII elongation by loosening nucleosome–DNA interaction and forming a platform for coactivators binding. There is a high distribution similarity between histone acetylation and lactylation among the genome [27]. Possible crosstalk between acetylation and lactylation warrants further study.

Eight to twelve percent of couples are infertile worldwide [43], and gametogenesis failure is one of the main causes. Therefore, establishment of an in vitro system for efficient generation of functional gametes is a promising approach for infertility treatment. Stem cells (SCs) including ESCs and iPSCs, possessing the ability to differentiate into all cell types, are valuable cell origins for in vitro differentiation toward germ cells. Though several methods and techniques have been identified to induce SCs’ differentiation into early germ cells, oocyte-like cells (OLCs), and male gametes [44,45,46,47], the efficiency is quite low. 

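Beyond the genes of Fig. 2D, the members of the meiosis and methylation lists moved in both directions, and the genes named here were chosen after their values were seen. In the meiotic list, Prdm9 and Rec114 had log2 fold changes of 0.31 and 0.28 and Hormad1 of −0.08, each with a change smaller than 2 standard errors. Spo11 had 0 reads in both control libraries and 1 and 4 in the lactate libraries, which is too few for a test. In the methylation list, Tdrd1, a piRNA pathway gene on chromosome 19, rose from 3 and 9 reads to 32 and 46, a log2 fold change of 2.60 (standard error 0.46, adjusted p-value 0.0559, edgeR). Tdrd5 rose by 1.26, Asz1 by 0.96 and Tdrd12 by 0.62 on the log2 scale. The DNA methyltransferase genes Dnmt3a and Dnmt3l had log2 fold changes of −0.18 and −0.41, within 2 standard errors of 0.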

In our study, we discovered that lactate supplementation activates the expression of germline genes involved in DNA methylation and meiotic division in mESCs. We also found upregulation of a wealth of genes regulating piRNA metabolism, such as *Piwil2*, *Mael*, and *Mov10l1*. These results suggested that lactate supplementation facilitates differentiation of mouse ESCs toward germ cells. 

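Piwil2 on chromosome 14 (GRCm38, 70372477 to 70429383) rose from 12.4 ± 0.395 to 19.5 ± 1.14 CPM (SD, n = 2), a log2 fold change of 0.65 with a standard error of 0.16 and an adjusted p-value of 0.0917 (edgeR). Mael on chromosome 1 (166201201 to 166238747) rose from 8.31 ± 0.350 to 12.6 ± 1.08, a log2 fold change of 0.60 with an adjusted p-value of 0.125. Mov10l1 on chromosome 15 (88982909 to 89055152) rose from 11.2 ± 0.865 to 21.8 ± 1.48, a log2 fold change of 0.96 with an adjusted p-value of 0.0553. Both lactate libraries lay above both control libraries for each of the 3 genes, and the differences exceeded the SDs. None of the 3 changed more than 2-fold, and none was called by edgeR or DESeq2, although the adjusted p-value of Mov10l1 from DESeq2 was 0.00931.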

Whether and how lactate improves differentiation efficiency toward gametes warrants further study.

In ESCs, transient *Zscan4* expression upregulated homologous recombination genes and facilitated telomere elongation by homologous recombination [48], improving the developmental potency of ES cells and restoring the differentiation potential of long-term cultured ES cells [3]. Knockdown of *Zscan4* led to telomere shortening, genomic instability, and aneuploidy [48]. In addition, histone hyperacetylation and DNA demethylation were observed during transient *Zscan4* expression [49]. Mechanism studies indicated that ZSCAN4 recruited TET2 through its SCAN domain to target locus and promoted DNA demethylation [50] while promoting degradation of UHRF1 and DNMT1 to suppress DNA methylation [51]. 

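The families of cleavage-stage genes named in the figures were followed over all their annotated members. Of 29 members of the Zscan4, Usp17l, Tcstv, Tdpoz and Pramef families, 19 passed the filter on low counts, 17 of these were higher with lactate, and the median log2 fold change was 1.31 (camera, adjusted p = 3.46e-10, and 0.0544 under fry). They include the 5 Zscan4 genes and 1 further gene drawn by the paper. Zscan4-ps2, on chromosome 7 from 11514310 to 11519111, was the only member called by edgeR with TMM, the filter and no replicate term. Its log2 fold change was 1.76 (standard error 0.25, adjusted p-value 0.0467, edgeR), and adjusted over the list alone 15 members were higher. Without the filter or with a replicate term, edgeR called further members, among them Zscan4a, Zscan4c, Zscan4d, Zscan4f and Usp17la. DESeq2 called 5 members, including Zscan4c, Zscan4d and Zscan4f. All 5 tested Usp17l members were higher. Members of these families share reads, so they are not independent of each other. Pramef12 went the other way, with a log2 fold change of −0.93 (standard error 0.13, adjusted p-value 0.0467), and was named after its value was seen.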

In this study, we observed a significant upregulation of the *Zscan4* gene family and a global upregulation of ZGA genes upon lactate supplementation, and this may trigger other downstream events. Lactate is one of the major energy sources of cleavage embryos and promotes embryonic development to the morula stage [12,52]. Therefore, lactate may also regulate preimplantation development by activating ZGA and promoting telomere elongation and global DNA demethylation in early embryos.

## 5. Conclusions

In summary, we discovered for the first time that lactate supplementation activates the expression of germline and ZGA genes in mouse ESCs, especially the expression of germline genes and members of the *Zscan4* gene family. We propose that lactate stimulates H3K18la accumulation at germline and ZGA genes, which recruit cofactors to facilitate transcriptional elongation. 

## Figures and Tables

**Figure 1:**
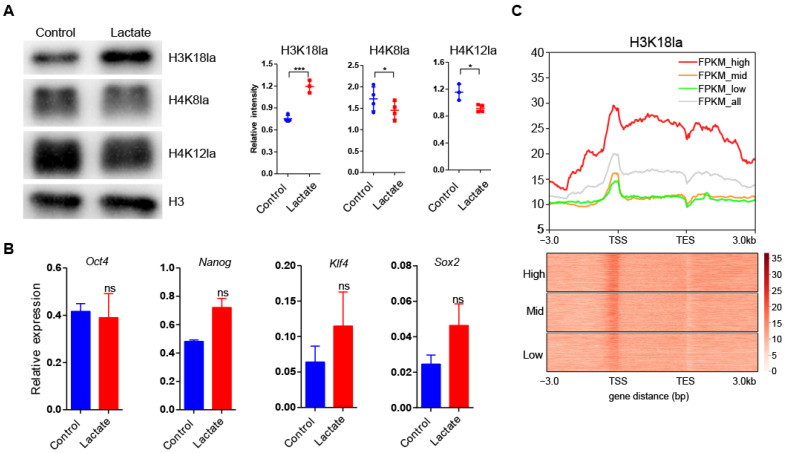
Lactate supplementation enhanced lactylation of H3K18 in mouse ESCs. (**A**) Western blotting of H3K18la, H4K8la, and H4K18la (**left**) and corresponding statistical analysis (**right**). Data are presented as means ± SD (*n* = 3, 4); *** *p* < 0.001; * *p* < 0.05; ns, *p*  >  0.05. Student’s t-test was used to calculate *p*-values. Histone H3 was used as the internal control. (**B**) qRT-PCR analysis of pluripotent genes in control and lactate-supplemented mouse ESCs. Data are presented as means ± SD (*n* = 3); ns, *p* > 0.05. Student’s *t*-test was used to calculate *p*-values. *Actb* gene was used as the internal control. (**C**) Average H3K18la enrichment along gene bodies and 3 kilobases (kb) upstream/downstream of gene bodies of the first third (**high**), the second third (**mid**), the posterior third (**low**), and all genes in WT ESC, sorted by FPKM (**upper panel**). Only genes with FPKM >1 were analyzed. Corresponding heatmap showing H3K18la enrichment along gene bodies and 3 kilobases (kb) upstream/downstream of gene bodies (**lower panel**).

**Figure 2:**
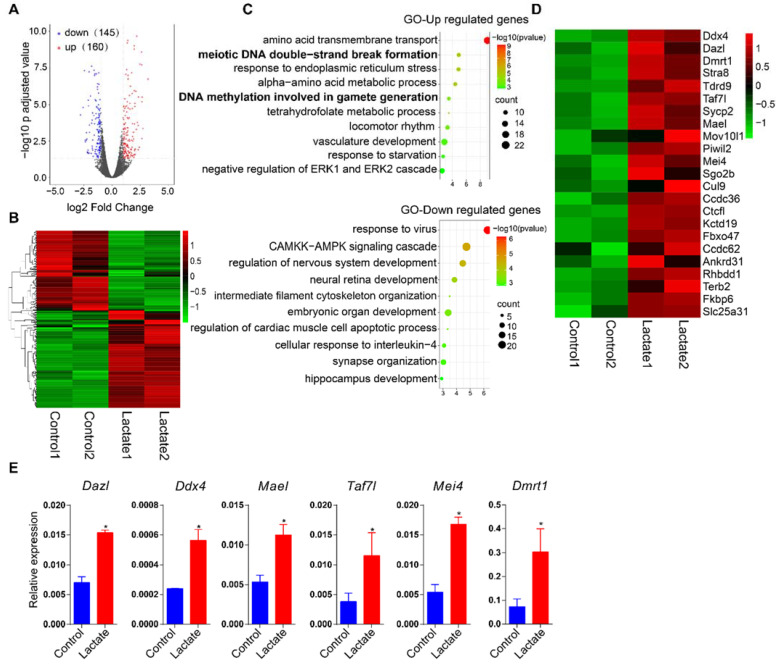
Lactate supplementation activated germline genes in mouse ESCs. (**A**) Scatter plot comparing transcripts between control and lactate-supplemented mouse ESCs. Gene expression changes with |log_2_ fold-change| > 1 in lactate supplemented mouse ESCs are highlighted with red (upregulation) or blue (downregulation), respectively. (**B**) Heatmap of misregulated genes upon lactate supplementation. (**C**) Gene ontology analysis of enriched terms of up- and downregulated genes. (**D**) Heatmap of representative upregulated germline genes. (**E**) qRT-PCR analysis of germline genes in control and lactate-supplemented mouse ESCs. Data are presented as means ± SD (*n* = 3), * *p* < 0.05. Student’s *t*-test was used to calculate *p*-values. *Actb* was used as the internal control.

**Figure 3:**
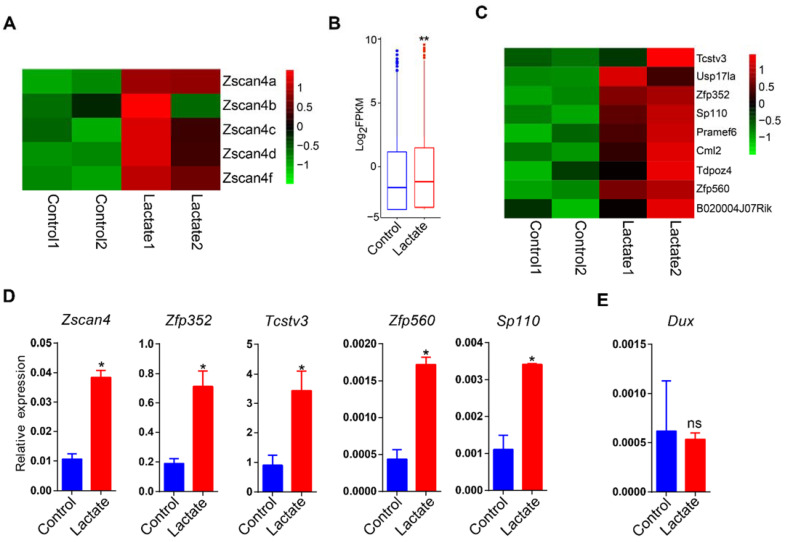
Lactate supplementation promoted expression of ZGA genes in mouse ESCs. (**A**) A heatmap of expression of *Zscan4* family genes. (**B**) Global expression comparison of upregulated genes in MERVL^+^Zscan4^+^ ESCs between control and lactate-supplemented mouse ESCs. The Wilcoxon rank sum test was used to calculate *p*-values. ** *p* < 0.01. (**C**) Heatmap of representative upregulated ZGA genes. qRT-PCR analysis of ZGA genes (**D**) and *Dux* gene (**E**) in control and lactate-supplemented mouse ESCs. Data are presented as means ± SD (*n* = 3); * *p* < 0.05; ns, *p* >0.05. Student’s *t*-test was used to calculate *p* values. *Actb* was used as the internal control.

**Figure 4:**
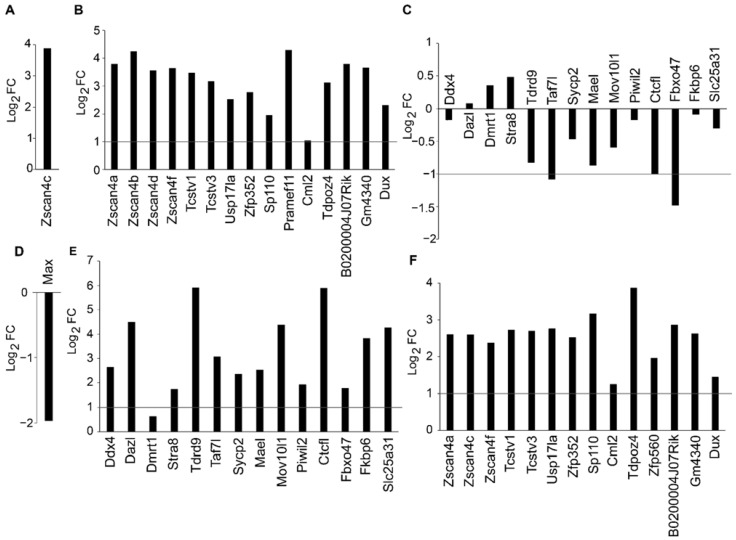
Sequential activation of germline genes and ZGA genes. (**A**–**C**) Analysis of public RNA-seq data (GSE120998) for *Zscan4c* overexpression (**A**); ZGA gene expression change (**B**); germline gene expression change (**C**). (**D**–**F**) Analysis of public microarray data (GSE45181) for *Max* downregulation (**D**); germline gene expression change (**E**); ZGA gene expression change (**F**).

**Figure 5:**
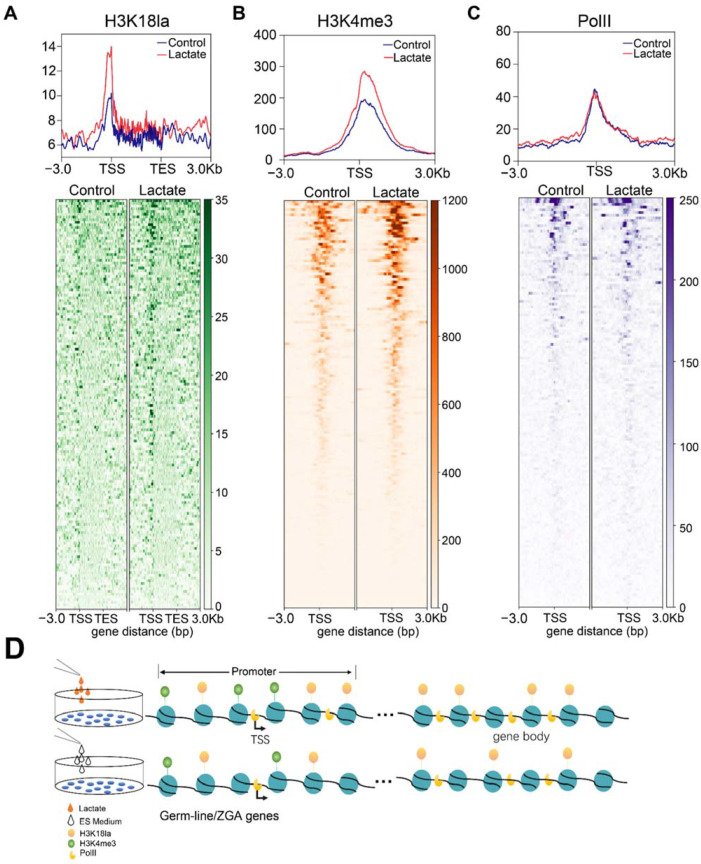
Lactate supplementation facilitated transcriptional elongation through enhanced histone lactylation. (**A**–**C**) Read density plot of H3K18la (**A**), H3K4me3 (**B**), and RNA PolII (**C**) signals at gene bodies and promoters of upregulated genes (**upper panel**), and corresponding heatmap at gene bodies and promoters (3 kb flanking TSSs) of upregulated genes (**lower panel**). (**D**) Schematic diagram of the mechanism by which lactate promotes expression of germline/ZGA genes.

## Data Availability

RNA-seq and ChIP-seq data generated during this study were deposited to GEO database at December 2021: GSE191252, GSE192358.

## Supplementary Materials

The following supporting information can be downloaded at: www.mdpi.com/article/10.3390/cells11030548/s1, Figure S1: Global expression comparison of upregulated genes between MERVL+Zscan4+ ESCs and MERVL-Zscan4- ESCs; Table S1: Primer sequences; Table S2: GO-Up regulated genes; Table S3: GO-Down regulated genes.

# Supplementary material for: Lactate Activates Germline and Cleavage Embryo Genes in Mouse Embryonic Stem Cells
**Source:** Cells. 2022 Feb 4;11(3):548. doi: 10.3390/cells11030548
**Supplement:** Supplementary file 1

Article

# Lactate Activates Germline and Cleavage Embryo Genes in Mouse Embryonic Stem Cells

Qing Tian and Li-quan Zhou \*

## Supplementary Materials

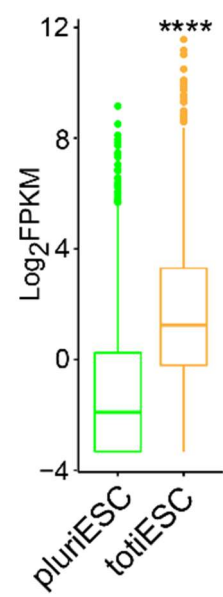

**Figure S1.** Global expression comparison of upregulated genes between MERV<sup>L</sup>+Zscan4<sup>+</sup> ESCs and MERV<sup>L</sup>-Zscan4<sup>-</sup> ESCs (GSE85776). Wilcoxon rank sum test was used to calculate p value. \*\*\*\*  $p < 0.0001$ .

**Table S1.** Primer sequences

|          |                                |
|----------|--------------------------------|
| Oct4-F   | CTCCCTACAGCAGATCACTCA          |
| Oct4-R   | TAGCCTCATACTCTTCTCGTTG         |
| Nanog-F  | TCGCCCTTCCTCTGAAGAC            |
| Nanog-R  | TGCTTCTGAAACCTGTCCTTGA         |
| Klf4-F   | GTGCCCCGACTAACCGTTG            |
| Klf4-R   | GTCGTTGAACTCCTCGGTCT           |
| Sox2-F   | GCGGAGTGGAACTTTTGTC            |
| Sox2-R   | CGGGAAGCGTGTACTTATCCTT         |
| Dazl-F   | ATGTCTGCCACAACCTCTGAG          |
| Dazl -R  | CTGATTTTCGGTTTCATCCATCCT       |
| Ddx4-F   | GCTTCATCAGATATTGGCGAGT         |
| Ddx4-R   | GCTTGGAAAACCCTCTGCTT           |
| Mael-F   | CCTCCCTTGTGAAATTGGCTG          |
| Mael -R  | AATGGAATCGAAATCCTCGTGG         |
| Taf7l-F  | AGCCCCCGTTATTCCTGAAG           |
| Taf7l -R | CCTCGGGTGTCAACAAGTGT           |
| Mei4-F   | CACTGGCGTTGGCGATTATC           |
| Mei4-R   | TGATTTCCATGTGGACTCCTTCT        |
| Dmrt1-F  | GACCCCGCCTACTACAGCA            |
| Dmrt1-R  | GTCTGAGCAGGCACGTAAGG           |
| Zscan4-F | GAGATTCATGGAGAGTCTGACTGATGAGTG |
| Zscan4-R | GCTGTTGTTTCAAAGCTTGATGACTTC    |
| Zfp352-F | ACCACCTCAAAGAACACCAG           |
| Zfp352-R | ACAAGGGACAAGCGTAGAAC           |

|          |                          |
|----------|--------------------------|
| Tcstv3-F | AGAAAGGGCTGGAACCTGTGACCT |
| Tcstv3-R | AAAGCTCTTTGAAGCCATGCCCAG |
| Zfp560-F | AGAACTACCAGAACCTGGCTAC   |
| Zfp560-R | CGCTGAAACATTGTCCCTCT     |
| Sp110-F  | AAGGATCCAGGAACCCCTTA     |
| Sp110-R  | GCATAGGCGATGTTACCTT      |
| Dux-F    | GCTGTAGCGAGGTGAGTCGA     |
| Dux -R   | TGCCTCAAAGAGGTCCATCA     |
| Act-F    | CCAGTTGGTAACAATGCCATGT   |
| Act -R   | CCAGTTGGTAACAATGCCATGT   |

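Table S2 lists gene ontology terms of the upregulated genes without values, and hand-written lists stand in here for those on amino acid transport, the response to endoplasmic reticulum stress and the metabolism of amino acids and tetrahydrofolate. The paper drew these terms from the same libraries, so a rise of the lists is no independent evidence. The amino acid transport list had 22 tested genes, of which 18 were higher with lactate, a median log2 fold change of 0.64 (camera, adjusted p = 8.72e-18) and 8 called genes. Adjusted over the list alone, 14 were higher. Slc1a4 on chromosome 11 rose from 20.1 ± 2.02 to 121.9 ± 8.02 CPM (SD, n = 2), a log2 fold change of 2.60 (standard error 0.15, adjusted p-value 0.0165, edgeR). Slc6a9, Slc7a7, Slc7a1, Slc1a1, Slc7a5 and Slc38a2 changed by 2.21, 1.95, 1.37, 1.19, 1.156 and 1.07. The list for ATF4 and endoplasmic reticulum stress had 20 tested genes, 15 higher and 5 lower, with a median of 0.80 (camera, adjusted p = 1.87e-16). In it, 8 genes were called as upregulated. Apart from Chac1 these were Atf3, Herpud1, Nupr1, Trib3, Vldlr, Stc2 and Ddit3, with log2 fold changes from 1.33 to 2.49. Hspa5 on chromosome 2, which encodes an endoplasmic reticulum chaperone, fell from 573 ± 62.8 to 257 ± 35.1 CPM (SD, n = 2), a log2 fold change of −1.159 (standard error 0.17, adjusted p-value 0.0467). Pdia4, Sdf2l1, Xbp1 and Creld2 were lower too, with log2 fold changes of −0.65, −0.47, −0.20 and −0.17, and were not called. The list joins ATF4 and endoplasmic reticulum stress genes, so its median does not show a rise of the stress response as a whole. The list for one-carbon and serine metabolism had 21 tested genes, a median of 0.43 (camera, adjusted p = 1.56e-08, and 0.0594 under fry) and 5 called genes, Mthfd2, Aldh18a1, Aldh1l2, Gpt2 and Pycr1, with log2 fold changes from 1.01 to 1.83. DESeq2 did not call Pycr1, whose log2 fold change was 0.99 there.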

**Table S2.** GO-Up regulated genes.

|            |                                               |
|------------|-----------------------------------------------|
| GO:0003333 | amino acid transmembrane transport            |
| GO:0042138 | meiotic DNA double-strand break formation     |
| GO:0034976 | response to endoplasmic reticulum stress      |
| GO:1901605 | alpha-amino acid metabolic process            |
| GO:0043046 | DNA methylation involved in gamete generation |
| GO:0046653 | tetrahydrofolate metabolic process            |
| GO:0045475 | locomotor rhythm                              |
| GO:0001944 | vasculature development                       |
| GO:0042594 | response to starvation                        |
| GO:0070373 | negative regulation of ERK1 and ERK2 cascade  |

**Table S3.** GO-Down regulated genes.

|            |                                                     |
|------------|-----------------------------------------------------|
| GO:0009615 | response to virus                                   |
| GO:0061762 | CAMKK-AMPK signaling cascade                        |
| GO:0051960 | regulation of nervous system development            |
| GO:0003407 | neural retina development                           |
| GO:0045104 | intermediate filament cytoskeleton organization     |
| GO:0048568 | embryonic organ development                         |
| GO:0010665 | regulation of cardiac muscle cell apoptotic process |
| GO:0071353 | cellular response to interleukin-4                  |
| GO:0050808 | synapse organization                                |
| GO:0021766 | hippocampus development                             |

How the deposited data were processed for this re-analysis (not part of the article)

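RNA was measured by RNA-seq in AB2.2 mouse ESCs, with 2 control libraries and 2 libraries of cells kept in 50 mM lactate for 24 h. The authors deposited a table of raw read counts on 55335 genes and 1153 families of transposable elements, and for each library the expected counts, TPM and FPKM from RSEM. Of the genes, 32923 had a count in at least 1 library. The RSEM expected counts summed to between 15738305 and 16682829 per library. Of the gene identifiers in the counts, 55154 are in GENCODE release M21 on GRCm38, which gave the positions and biotypes, and 54587 have the same version there. The authors' trimming, mapping and counting could not be repeated from the deposited tables.

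Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered by edgeR's filterByExpr with the condition as the group, which left 18661 genes, and normalized by TMM, with factors of 0.959 and 0.996 for the control and 1.004 and 1.04 for the lactate libraries. The quasi-likelihood test of edgeR in its legacy form, without a term for the replicates, compared lactate with control, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p-value under 0.05 with a change of more than 2-fold. The standard error of a log2 fold change is its size divided by the square root of the test's F. Means and SDs are over the CPM of the 2 libraries of a group. A fold against a group with at most 3 reads in each library was computed against a floor of 3 reads and is given as a lower bound.

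Gene lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 17 lists written before the data were examined. Those lists cover the germline genes of Fig. 2D, the Zscan4 genes of Fig. 3A, the genes of Fig. 3C, families of cleavage-stage genes, meiotic double-strand break formation, DNA methylation in gamete generation, amino acid transport, ATF4 and endoplasmic reticulum stress, one-carbon and serine metabolism, the response to virus, pluripotency, feeder fibroblasts, the osmotic response, primitive endoderm, primed and early lineages, the PRC1.6 complex and glycolysis. A further 3 lists, on other two-cell genes, cholesterol synthesis and targets of hypoxia-inducible factors, were added after the data had been seen and adjusted over all lists together. No gene ontology annotation was used. The genes named are those of Figs. 1B, 2D, 3A and 3C, Dux, Max, genes for other proteins and complexes named in the Discussion, Ldha and Slc16a1, the 10 upregulated and the 10 downregulated genes with the largest changes among the called genes with a symbol that moved the same way in both same-numbered pairs of libraries, and the called members of the other lists. Genes named outside this rule are said to be so, and Vegfa, Gas5 and Gm2022 were also named after their values were seen.

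The tests were tried on simulated counts made from these libraries. Each gene and library was drawn independently, so the counts held no correlation between genes and no replicate effect. They therefore cannot show how camera behaves on correlated genes, or what a replicate term gains or costs in the real libraries. The quasi-likelihood test recovered 169 of 194 changed genes (87.1%) with 17 false calls and gave 4.84% of unchanged genes a p-value under 0.05. DESeq2 recovered 75% with 10 false calls, edgeR with a replicate term 88.7% with 32, and limma-trend on log2(FPKM + 1) 69% with 7. Of 100 simulated lists of 20 unchanged genes, camera gave 1 a p-value under 0.05, and it did so for all 20 lists in which 10 members were raised.

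The tests, lists, thresholds, rule for named genes and most alternatives were chosen before the data were examined. The alternatives were DESeq2, RLE and upper-quartile factors, library totals alone, no filter on low counts, at least 10 counts in every library, a replicate term, the RSEM expected counts, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) over genes with a mean FPKM above 0.1, glmTreat against a 1.2-fold change, the adjusted p-value alone, fry and an estimated correlation for the lists, each library left out in turn, and for the expression groups TPM and both control libraries. Chosen after the data were seen were DESeq2 on the RSEM expected counts, DESeq2 with the transposable elements, DESeq2 filtering at its default of 0.1, DESeq2 with a replicate term, edgeR without its legacy form, and mitochondrial genes left out. The qRT-PCR, ChIP and public datasets of the paper were not analysed here.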

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

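The tests of host genes, snRNAs, the snRNA comparison for longer snoRNAs, transposable elements and hypoxia-inducible factor targets were chosen only after the results were seen. So were the tests of explanations for the primitive endoderm list, which itself was written before the data were examined.

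The paper does not report on transposable elements in these libraries. MERVL-int, the internal part of an endogenous retrovirus of two-cell embryos, had 9842 and 11176 reads in the control and 19630 and 23024 in the lactate libraries, a log2 fold change of 0.94 (standard error 0.15, adjusted p-value 0.0535 over genes and families from edgeR's quasi-likelihood test, and 0.292 over families alone). MT2_Mm, its long terminal repeat, rose by 0.73 with an adjusted p-value of 0.0573. Of 932 families tested, none had an adjusted p-value under 0.05, while 50 were higher and 9 lower at an unadjusted p-value under 0.05. DESeq2 gave MERVL-int an adjusted p-value of 0.000168. Overall 709 families were higher, with a median of 0.14, and at an adjusted p-value under 0.05 from DESeq2 7 were higher and 2 lower. A rise of all such reads is argued against as the whole cause by the 126 families at least as abundant as MT2_Mm, whose median was 0.0863, with none above MERVL-int, and a small general rise stays open. Chance among many families cannot be told apart from a change at an adjusted p-value of 0.0535 with 2 libraries in a group. The 16 tested genes of a further two-cell list were all higher, with a median of 1.26 (camera, adjusted p = 1.41e-11, and 0.0704 with an estimated correlation), and this median stays the same with Gm2022, whose control reads were at the floor, set to its bound. This is consistent with more RNA of the two-cell program. Many of these genes are near-identical copies that share reads, so they are not independent of each other.

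Small nucleolar RNAs were lower with lactate, with 165 of 197 below 0, a median log2 fold change of −0.57 and 8 called. A fall of the spliced host transcripts is argued against as the whole cause by the 97 host genes, whose median was −0.0341. Of 186 snoRNAs, 144 lay below their host, although 4 of the 8 called snoRNAs share the host Gas5, which itself changed by −1.12. Reads were counted in exons, so unspliced host transcripts were not measured and are not excluded as a source. Library scaling is argued against by a median of −0.50 or lower under RLE, upper-quartile and library total scaling. The 16 snRNAs tested had a median of 0.00815 (permutation test, two-sided p = 0.00376 against snoRNAs), but 8 of them were below 0 and their median mean count was 12.2. Of the other short classes, 152 of 233 miRNAs were below 0, with a median of −0.19, and so were all 3 scaRNAs and all 5 rRNAs (medians −0.14 and −0.19), while 3 of 20 mitochondrial tRNAs were, with a median of 0.48. Less carry-over of short RNAs into the lactate libraries therefore cannot be told apart from a change of the snoRNAs, since these classes went both ways on few reads. The test of size selection that was set before its result was seen came out as loss of the shortest RNAs would have it: the 98 shorter snoRNAs had a median of −0.69 and the 99 longer ones of −0.46 (permutation test, two-sided p = 0.0114), so such a loss is a candidate explanation for the difference between them. The snoRNAs of Gas5 and of Hspa8, a host that changed by −1.63, lie in the shorter set, so length and host were not separated. The longer snoRNAs have a median length of 132 bases against 106 for the snRNAs (permutation test of their log2 fold changes, two-sided p = 0.0162). For them a loss at size selection cannot be told apart either, since the snRNAs went both ways. These permutation tests treat snoRNAs as independent, although many share a host, some entries have identical counts and all rest on the same libraries. A difference in library preparation, in the processing or in the stability of snoRNAs was not tested and stays open. The RSEM tables hold no reads for the 8 called snoRNAs.

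Genes of glycolysis were lower, with 16 of 20 below 0 and a median of −0.61 (camera, adjusted p = 9.7e-07, 0.0544 under fry and 0.189 with an estimated correlation). None was called by edgeR and 1 by DESeq2, while 12 were lower at an unadjusted p-value under 0.05 (edgeR). GC content and length are argued against by a median of −0.56 after their trend was removed, and scaling by a median of −0.55 or lower under each. A list of targets of hypoxia-inducible factors, written after some members had been seen, had a median of −0.41 (camera, adjusted p = 1.85e-07, and 0.0503 under fry) with 3 called. Its 14 members that had not been seen and are outside glycolysis had a median of −0.35, with 12 lower, so lower activity of these factors may contribute. Vegfa, a target of the same list, went the other way at 0.63.

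Genes of cholesterol synthesis were lower, with 23 of 24 below 0, a median of −0.76 (camera, adjusted p = 1.13e-20, 0.0113 under fry and 0.0704 with an estimated correlation). The list was written after some members had been seen. The median was −0.85 after the trend in GC content and length was removed and −0.69 or lower under each scaling, which argues against both. No biological explanation was tested.

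Primitive endoderm genes were higher, with 10 of 12 above 0 and a median of 0.60 (camera, adjusted p = 0.0119, 0.0142 under fry and 0.185 with an estimated correlation). None was called, while 4 were higher and 1 lower at an unadjusted p-value under 0.05 (edgeR). The median was 0.39 without lactate replicate 1 and 0.196 with limma-trend on log2(FPKM + 1). The median was 0.56 after the trend in GC content and length was removed and 0.59 or higher under each scaling, which argues against both. A larger share of such cells and a change within ESCs were not told apart here.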

How the results depend on the processing

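The germline genes of Fig. 2D, the Zscan4 genes of Fig. 3A, the genes of Fig. 3C, the cleavage-stage families, the meiotic, gamete methylation, amino acid transport, ATF4 and one-carbon lists kept a positive median, and the virus response and glycolysis lists a negative one, under each of the alternatives run. The median of the germline list ranged from 0.76 to 1.32 and that of the virus response list from −1.15 to −0.55. The numbers of called genes moved more. Upregulated and downregulated genes numbered 190 and 168 with DESeq2, 482 and 325 without a filter on low counts, 27 and 17 on the RSEM expected counts, 35 and 14 with glmTreat against a 1.2-fold change, and 0 and 0 with limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), where 1791 and 1819 genes were higher at an unadjusted p-value under 0.05. Library totals alone gave 40 downregulated genes. Of the virus response list, DESeq2 called 8 genes, edgeR without a filter 11, glmTreat 1 and limma-trend 0, against 3, and DESeq2 on the RSEM expected counts, chosen after seeing the data, called 9. Among alternatives chosen after seeing the data, the numbers were 182 and 173 with DESeq2 and the transposable elements, 186 and 168 with DESeq2 filtering at 0.1, 236 and 201 with DESeq2 and a replicate term, and 137 downregulated genes with DESeq2 on the RSEM expected counts. Fewer genes were tested on the RSEM counts (15595), and otherwise the cause was not tested. Genes above 1 numbered 14199 in TPM and 12877 when both control libraries had to pass in FPKM, which follows from how these are built.

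The libraries only share replicate numbers, and the paper describes no pairing. With a replicate block, 761 genes were upregulated and 395 downregulated, and the common biological coefficient of variation was 4.89% in place of 15.9%. Of the 25 tested genes of the virus response list, 13 were called with the block and 3 without it. The deviations of the same-numbered libraries from their group means correlated across genes (r = 0.561, and 0.554 without mitochondrial genes, genes not being independent replicates), and the second principal component, with 31.5% of the variance, separated replicate 1 from replicate 2 in both groups. With the block, 8297 of the 18661 genes tested had an adjusted p-value under 0.05 from edgeR at any size of change, so passing it sets few genes apart. In that fit with the block, Pou5f1, Sox2 and Klf4 had adjusted p-values of 1.63e-05, 4.39e-07 and 3.09e-05 at log2 fold changes of −0.41, 0.56 and 0.39, and Nanog 0.269 at 0.09. Ldha, Tet2, Cdk9, Uhrf1, Dnmt1, Max, Nelfa and Ep300 also had adjusted p-values under 0.05 with it (4.99e-09, 9.77e-07, 1.6e-06, 4.68e-06, 8.86e-06, 1.53e-05, 0.00109 and 0.021), each with a change of less than 2-fold, so none was called, while Ell, Supt5, Ccnt1 and Slc16a1 did not. The PRC1.6 list had an adjusted p-value of 0.735 by camera with the block. Whether the libraries were made in pairs is not known from the paper's text.

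With the correlation estimated, none of the 20 lists had an adjusted p-value under 0.05, the lowest being 0.0704. Of the lists written before the data were examined, 12 had passed at a correlation of 0.01 and no longer did, at unchanged medians: 1.25 for the germline genes, 1.28 for Zscan4, 1.79 for the genes drawn in Fig. 3C as well as 1.31 for the families, 0.7498 for the meiotic, 0.669 for the gamete methylation, 0.636 for the amino acid transport, 0.804 for the ATF4, 0.431 for the one-carbon, −1.105 for the virus response, 0.600 for the primitive endoderm and −0.614 for the glycolysis list. Under fry this held for Zscan4, the families, and the meiotic, one-carbon and glycolysis lists, while the osmotic list, at −0.0305, passed with 0.0269. These tests allow for correlation between genes by construction. The feeder fibroblast list, at −0.115, passed with DESeq2 (adjusted p = 0.0407 by cameraPR, from 0.0407 to 0.783 over its alternatives).

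Lists with medians near 0 changed sign. PRC1.6 was 0.0184 on the RSEM counts, 0.0121 at 10 counts in every library, 0.0679 with library totals, 0.104 and 0.0932 with limma-trend at pseudocounts 0.1 and 1, 0.000266 with the replicate block and 0.0325 with upper-quartile factors. The osmotic list was 0.0757 on the RSEM counts, 0.0389 with library totals, 0.147 and 0.0911 with limma-trend and 0.00231 with upper-quartile factors, and the primed list was 0.0485 with library totals, 0.111 and 0.0180 with limma-trend and 0.0137 with upper-quartile factors. Slc16a1 was −0.0147 with DESeq2, −0.000112 with RLE factors, −0.00960 on the RSEM counts, −0.00758 without mitochondrial genes (chosen after seeing the data) and −0.0382 without a filter, and Supt5 was −0.000507 without a filter. The median of all genes moved too, from 0.0101 with TMM to 0.0773 with library totals and 0.0425 with upper-quartile factors. Under these scalings the lists therefore changed sign along with a shift of all genes. For the other settings the cause was not tested.

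With each library left out in turn, medians ranged from 1.006 to 1.564 for Zscan4, 1.674 to 1.821 for Fig. 3C, 1.163 to 1.253 for the germline genes, −1.062 to −0.889 for the virus response, 0.650 to 0.715 for gamete methylation, −0.704 to −0.559 for glycolysis, 0.386 to 0.641 for primitive endoderm, 0.000719 to 0.101 for pluripotency, −0.105 to 0.176 for the primed list, −0.175 to 0.0371 for feeder fibroblasts, −0.0345 to 0.0280 for PRC1.6 and −0.166 to 0.0735 for the osmotic list. The log2 fold change ranged from −0.271 to 0.0443 for Ell, −0.145 to 0.123 for Slc16a1, −0.0360 to 0.119 for Supt5, −0.0728 to 0.272 for Ccnt1, −0.0812 to 0.257 for Nanog and −0.0691 to 0.376 for Ep300.

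Among the named genes, 56 results no longer passed with limma-trend at either pseudocount and 34 on the RSEM counts, while 14 newly passed with DESeq2 and 18 without a filter. Low counts limit the genes of Fig. 3C, of which 5 could not be tested with the filter.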

Differences from the paper's values

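The paper reports 160 upregulated genes, and edgeR called 103. Of the alternatives set before the data were examined, DESeq2 with 190, upper-quartile factors with 111 and library totals alone with 108 came within 1.5 times the paper's value. RLE factors with 104, no filter with 482, at least 10 counts in every library with 81, a replicate term with 761, the RSEM expected counts with 27, glmTreat with 35 and the adjusted p-value alone with 106 did not, and limma-trend called 0 at both pseudocounts, where 1791 and 1819 genes were higher at an unadjusted p-value under 0.05. Of the alternatives chosen after seeing the values, DESeq2 on the RSEM expected counts gave 149, DESeq2 with transposable elements 182, DESeq2 filtering at 0.1 186, DESeq2 with a replicate term 236, edgeR without its legacy form 112 and edgeR without mitochondrial genes 102.

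The paper reports 145 downregulated genes, and edgeR called 65. Of the alternatives set before the data were examined, only DESeq2 with 168 came within 1.5 times the paper's value. RLE factors gave 70, upper-quartile factors 58, library totals alone 40, no filter 325, at least 10 counts in every library 44, a replicate term 395, the RSEM expected counts 17, glmTreat 14, the adjusted p-value alone 79 and limma-trend 0 at both pseudocounts, where 1123 and 1135 genes were lower at an unadjusted p-value under 0.05. Of the alternatives chosen after seeing the values, DESeq2 on the RSEM expected counts gave 137, with transposable elements 173, filtering at 0.1 168 and with a replicate term 201, while edgeR without its legacy form gave 70 and edgeR without mitochondrial genes 75.

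The paper draws the 23 genes of Fig. 2D as upregulated germline genes, and edgeR called 7. Ankrd31, Ccdc36, Ccdc62, Ctcfl, Cul9, Mei4, Sgo2b, Sycp2 and Terb2 were called in addition by DESeq2 and by edgeR with a replicate term, and, among settings chosen after seeing the values, by DESeq2 with transposable elements, filtering at 0.1 or a replicate term. The same 9 were called without a filter, where Fkbp6 was not. DESeq2 on the RSEM expected counts, also chosen after seeing the values, called Sgo2b and Sycp2 of these. Dazl, Ddx4, Mael, Mov10l1, Piwil2, Stra8 and Slc25a31 changed less than 2-fold in edgeR's test with TMM and were not called under any of the settings run. Mov10l1 rose by 1.025 on the log2 scale with library totals alone, with an adjusted p-value of 0.0593.

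The paper draws Zscan4a, Zscan4b, Zscan4c, Zscan4d and Zscan4f as upregulated in Fig. 3A, and edgeR called none. DESeq2 called Zscan4c, Zscan4d and Zscan4f, as did DESeq2 with transposable elements, filtering at 0.1 or a replicate term, chosen after seeing the values. Without a filter or with a replicate term edgeR called these and Zscan4a, and with upper-quartile factors or library totals alone it called Zscan4d. DESeq2 on the RSEM expected counts, chosen after seeing the values, called Zscan4c and Zscan4f. Zscan4b was not called under any of the settings run.

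Of the genes of Fig. 3C, edgeR called none. DESeq2 called Zfp560, as did DESeq2 on the RSEM expected counts, with transposable elements or filtering at 0.1, chosen after seeing the values, and DESeq2 with a replicate term, also chosen then, called Sp110 and Zfp560. Without a filter or with a replicate term, edgeR called Nat8f2, Sp110, Usp17la and Zfp560. Tcstv3, Zfp352, Pramef6, Tdpoz4 and B020004J07Rik were not called under any of the settings run.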

Other observations

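The lists of feeder fibroblasts, PRC1.6 and the osmotic response were written before the data were examined. Their use as tests of explanations was chosen only after the results were seen.

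In the RNA-seq libraries the 10 genes of the pluripotency list had a median log2 fold change of 0.05 (camera, adjusted p = 0.53) and moved both ways. Pou5f1 changed by −0.40, Nanog by 0.08, Sox2 by 0.56 and Klf4 by 0.39, none with an adjusted p-value under 0.05 from edgeR without a replicate term (0.318, 0.838, 0.0888 and 0.153). Dux is listed as Duxf3, with 3 and 2 reads in the control and 4 and 5 in the lactate libraries, too few for a test. The primed and early lineage list had a median of −0.02 over 11 genes (camera, adjusted p = 0.836).

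The rise of the germline genes of Fig. 2D had a median of 1.05 after the trend in GC content and length was removed, and the fall of the virus response list of −1.02, so these do not account for either. The feeder fibroblast list had a median of −0.10 over 26 genes, with 18 lower (camera, adjusted p = 0.264), against −1.10 for the virus response list, and 23 of the 26 lay more than 2 standard errors above the latter, so a smaller share of feeder cells is argued against as the whole cause. Among the fibroblast transcripts, Col1a1 changed by −0.19 and Fn1 by 0.38, while Col3a1 changed by −0.90, Vim by −0.75, Prrx1 by −0.57 and Col1a2 by −0.56 (unadjusted p-values 0.00878, 0.0118, 0.0132 and 0.0865, edgeR), so a smaller contribution stays open. These 6 were chosen after their values were seen.

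The PRC1.6 list, whose complex represses germline genes, had a median of −0.000174 over 14 genes, 7 higher and 7 lower (camera, adjusted p = 0.779). Max had the lowest value, −0.51, with an unadjusted p-value of 0.0261 and an adjusted p-value of 0.161 from edgeR without a replicate term. With that term its adjusted p-value from edgeR was 1.53e-05, so whether Max fell depends on a pairing the paper does not describe. For the subunits of the complex as a set, fewer transcripts cannot be told apart from no change, since the members went both ways. The osmotic response list had a median of −0.0305 over 11 genes (camera, adjusted p = 0.264, and 0.0269 under fry), with Slc38a2 called, which is also an amino acid transporter. A hypertonic medium could not be excluded, since members went both ways and no control of equal osmolarity was analysed here.

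Chosen after their values were seen, Txnip rose by 1.63 and Arrdc4 by 1.42 (adjusted p-values 0.0320 and 0.0313, edgeR), and Hspa8 fell by 1.63 (adjusted p-value 0.0320). Fos changed by −3.08 with an adjusted p-value of 0.0520, and its control libraries differed, with 224 and 669 reads. Of the genes for other proteins and complexes named in the Discussion, Cdk9 by −0.53, Uhrf1 by −0.50, Dnmt1 by −0.46, Nelfa by −0.29, Ell by −0.12, Supt5 by 0.04, Ccnt1 by 0.09, Ep300 by 0.18 and Tet2 by 0.51, and none had an adjusted p-value under 0.05 without a replicate term. Ldha and Slc16a1, for a lactate dehydrogenase subunit and a lactate transporter, were listed before the data were examined and changed by −0.81 (adjusted p-value 0.0578) and 0.01. Gm4340 rose by 1.41 with an adjusted p-value of 0.0635.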
